A study of Arabidopsis thaliana with 11 samples. Its data were reported in "Conservation of tRNA and rRNA 5-methylcytosine in the kingdom Plantae" (2015).

How the data were processed

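Transfer RNA was enriched on gels from total RNA of *A. thaliana*, bisulfite converted and sequenced, in 9 libraries from seedlings 10 days after germination (experiment 1) and 2 libraries from mixed buds (experiment 2). The authors trimmed and quality filtered the reads and aligned them in CLC Genomics Workbench (its version is not given in the sources used here) to tRNA consensus sequences in which each C had been replaced by T. The consensus list was made from TAIR10, the build named in the submitters' processing notes, by collapsing identical and very similar tRNAs. An in vitro transcript without m5C was converted alongside as a control, and its values were not analysed here. The deposited values are percent methylation, which the authors computed as reads with C over reads with C or T at a cytosine. By the study's methods a value needed at least 5 reads and a site at least 20%. Cells without a level held N.D., and levels below 20% were printed as numbers. Values were rounded to whole percents. The authors deposited experiment 1's wild type as the mean of 3 libraries, and each other column as 1 library.

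This processing bears on the values in several ways. Alignment to collapsed consensus sequences reports one level for a family of loci, so a locus that differs from its family cannot be seen. Other modified cytosines that resist bisulfite read as m5C. With a minimum of 5 reads a single read can move a level by up to 20 points, and the depth of each site was unknown because the tables used here hold no read counts. No confidence interval or detection limit was therefore given.

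The columns were matched to genotypes by name, and 0 columns of values were left unmatched. The consensus list held 100 sequences, 58 of them nuclear alone. Structural positions were placed on the consensus by counting from the 3′ end for positions 48, 49, 50 and 72 and from the anticodon for 38. The base there was C for 39 of the 39 sites. The 24 tRNAs with a site stood for 257 loci, all of which were found in the RefSeq gene table (assembly TAIR10.1, used for names and gene types alone), 256 of them as tRNA genes. Coordinates are those of the authors' list on TAIR10.

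For each mutant, sites with a value in both the mutant and its wild type (seedling or buds) were compared. Among sites at 20% or more in the wild type, a site was called lost at 5% or less in the mutant, reduced when above 5% and at least 20 percentage points below the wild type, and retained otherwise. With 1 library per mutant, no p-value was computed. A list of sites was described by the share of lists of the same size, among all of them or 10000 random ones, with a median difference as low. Lists were fixed before the data were examined, but after the paper had been read: structural positions, tRNA families by amino acid, tRNAs with 1 site or several, and tRNAs with a long variable arm (leucine and serine). From these same libraries the paper reports losses at C38 in *trdmt1* and at C48, C49 and C50 in the *trm4b* alleles. The shares for these lists therefore describe a known result and do not test it. Overlaps of calls were set beside the number that independent lists would share. For the pair sharing a wild type, 10000 simulations of unchanged mutants drew the spread from the 84 differences of *trm4a*, *nop2a-2* and *nsun5-2* from the wild type.

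The thresholds and the rule for naming sites were also fixed before the data were examined, but after the paper had been read. Named sites were those of Asp(GTC), those at positions 38 and 72, the 10 largest falls per mutant among lost or reduced sites, retained sites at positions where most sites were lost or reduced, the 3 highest and 3 lowest wild type sites, sites higher by 20 points or more in a mutant, and sites whose call differed between the *trm4b* alleles or between *trm4b-1* and the double mutant. Large falls of similar size were summarised by position. The single reduced site of *trm4a*, the 2 of *nsun5-2* and the 3 differing between tissues were few enough to be named in full. Sites given as examples within a tRNA or at C49 were chosen after their values were seen.

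Calls were tested on simulated data of 39 sites, of which 10 were set to a level of 0, where the call is fixed in advance, and 10 were halved. Over 500 simulations each, halved sites were called in 84.7% of cases at 5 reads per site and in 93.1% at 50 reads. Unchanged sites were called lost or reduced in 16.5% of cases at 5 reads, 2.28% at 20 reads and 0.159% at 50 reads. Alternatives were falls of 10 and 30 points, a ratio below 0.5, a wild type minimum of 10% or 40%, lost levels of 0%, 10% and 20%, a common wild type for both *trm4b* alleles, means or ratios in place of median differences, and, added after the data were seen, the 25 fully measured sites alone. Analyses used Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9.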

Results

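RNA bisulfite sequencing (RBS-seq) reads 5-methylcytosine (m5C) as cytosine that stays C after bisulfite has turned unmethylated cytosine into a base read as T. It was applied to gel-purified transfer RNA from *Arabidopsis thaliana*, in 11 libraries from 2 experiments. Experiment 1 used seedlings 10 days after germination, with 3 wild type libraries and 1 library each of 6 mutants in RNA methyltransferase genes: *trm4a*, *trm4b-1*, *trdmt1*, the *trdmt1 trm4b* double mutant, *nsun5-2* and *nop2a-2* (also called *oli2-2*). Experiment 2 used mixed flower buds, with 1 wild type library and 1 library of a second allele, *trm4b-2*. The data gave percent methylation at 39 cytosines of nuclear tRNAs. The wild type seedling value was the authors' mean of the 3 libraries, without its spread, and each mutant had no replicate, so differences between genotypes could not be set against replicate error and no test between genotypes was made. Reads per site were not in the tables used here, so the depth behind each percentage was unknown. Cytosines marked N.D. had no value, and 25 of the 39 sites had a value in every one of the 9 columns.

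The wild type profile asked which tRNA cytosines carry m5C. In seedlings the 39 sites lay in 24 tRNAs at 5 structural positions, with levels from 23% to 100% and a median of 90%. Position C38 in the anticodon loop held 3 sites with levels of 92% to 95%. C48, at the end of the variable loop, held 16 sites with a median of 84.5%. C49 and C50, the first bases of the T stem, held 14 sites with a median of 90.5% and 5 sites with a median of 93%. The single C72 site, in the acceptor stem of tRNA Asp(GTC), was at 95%. The highest levels were 100% at Ser(TGA) C48, 98% at Gln(CTG) C49 and 97% at Asp(GTC) C49. Ser(TGA) C48 had no value in 5 of the 9 columns and was at 86% in wild type buds. The lowest were 23% at Glu(TTC) C48, 31% at Thr(TGT) C49 and 33% at Ile(AAT) C48. Of the 24 tRNAs, 17 had 1 site and 7 had 2 to 5 sites.

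tRNA Asp(GTC) carried 5 sites, the most of any tRNA listed. Its consensus of 72 bases, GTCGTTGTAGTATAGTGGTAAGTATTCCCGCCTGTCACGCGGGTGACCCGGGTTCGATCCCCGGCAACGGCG, stood for 25 nuclear loci in the authors' TAIR10 reference list. The first of these, AT1G03515, is a tRNA gene on chromosome 1 from 877648 to 877719. In wild type seedlings C38 was at 95%, C48 at 69%, C49 at 97%, C50 at 96% and C72 at 95%.

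Wild type buds had a similar profile, with a median of 90% and a range of 17% to 97%. Across the 39 sites the median absolute difference between buds and seedlings was 3 percentage points, and 3 sites differed by 20 points or more. Thr(TGT) C49 was at 58% in buds against 31% in seedlings. Ala(CGC) C49 was at 58% against 80%, and Ser(CGA) C48 at 63% against 83%. Each of these 3 sites lacked a value in at least 1 other library, and none of the 25 fully measured sites differed by 20 points. Tissue and experiment were not separable, and buds had 1 library.

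**Figure D1:**
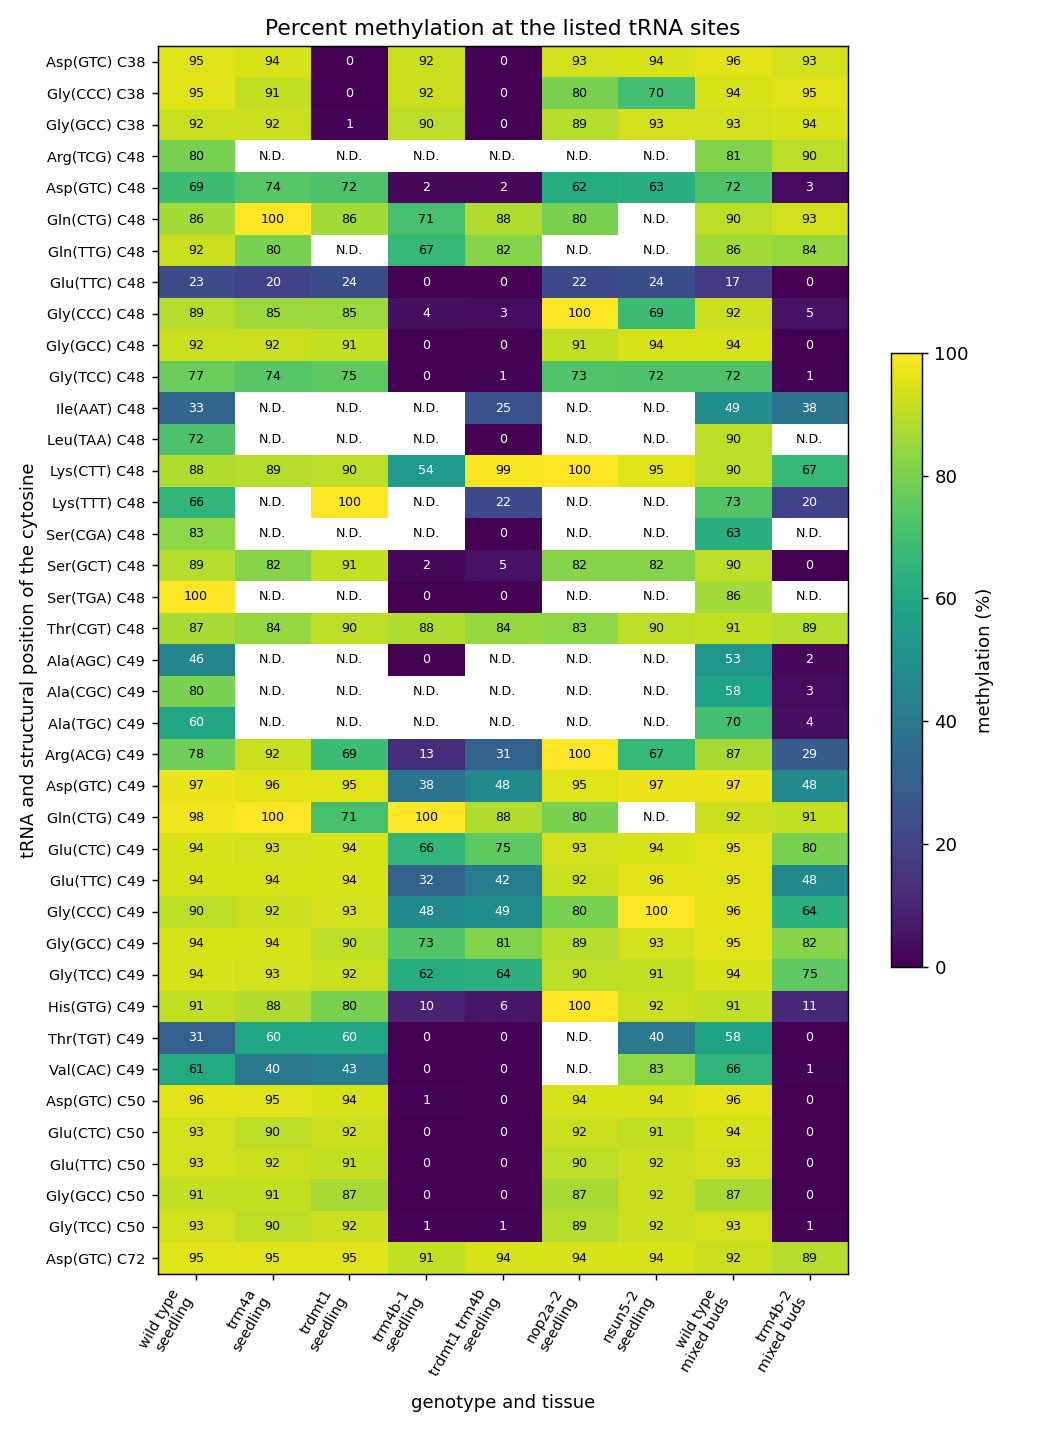
Percent methylation (colour and printed number) at the 39 listed sites, one per row sorted by structural position, in the 9 columns of genotype and tissue. Each mutant and bud column is 1 library, the wild type seedling column is the authors' mean of 3, and white cells are N.D. C38 is low in *trdmt1* and the double mutant, and C50 is at 0% or 1% in the 3 columns with a *trm4b* allele.

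The mutants asked which enzyme each site depends on. A site at 20% or more in the matching wild type was called lost at 5% or less in the mutant, reduced when it stood above 5% but at least 20 points below the wild type, and retained otherwise. In *trdmt1*, a mutant of the DNMT2 family enzyme encoded at AT5G25480, the 3 sites at C38 were lost. Asp(GTC) C38 was at 0% against 95% in the wild type, Gly(CCC) C38 at 0% against 95% and Gly(GCC) C38 at 1% against 92%. The median difference of the C38 list was -95 points, and 0.69% of the 4060 lists of 3 sites among the 30 measured were as low (0.0246% by means). The other 4 sites of Asp(GTC) stood at 95% for C49 and C72, 94% for C50 and 72% for C48. Outside C38, 1 of the 27 sites compared was called reduced, Gln(CTG) C49 at 71% against 98%. That site had no value in *nsun5-2*, and the call ended with a required fall of 30 points or with a ratio below 0.5. Lys(TTT) C48 was at 100% against 66% and Thr(TGT) C49 at 60% against 31%.

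The other 2 tRNAs with a C38 site were glycine tRNAs. The consensus of tRNA Gly(GCC), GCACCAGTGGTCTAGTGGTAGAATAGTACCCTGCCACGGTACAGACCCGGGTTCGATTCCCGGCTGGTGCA, stood for 22 loci, the first being AT1G06860 on chromosome 1 from 2107398 to 2107468. That of tRNA Gly(CCC), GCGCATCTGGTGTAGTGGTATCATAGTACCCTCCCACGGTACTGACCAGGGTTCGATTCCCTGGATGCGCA, stood for 5 loci, the first being AT2G47740 on chromosome 2 from 19559855 to 19559925. Both loci are annotated as tRNA genes.

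In *trm4b-1*, a mutant of the TRM4/NSUN2 homologue encoded at AT2G22400, 25 of the 32 sites compared were lost (15) or reduced (10), each of them at C48, C49 or C50. The 5 C50 sites, in Asp(GTC), Glu(CTC), Glu(TTC), Gly(TCC) and Gly(GCC), were lost, at 0% or 1% against 91% to 96% in the wild type. Of 11 sites at C48, 7 were lost and 2 reduced. Of 12 sites at C49, 3 were lost and 8 reduced. The largest falls were at Ser(TGA) C48, from 100% to 0% at a site with N.D. in 5 columns, and Asp(GTC) C50, from 96% to 1%. Gly(GCC) C48, Ser(GCT) C48 and Gly(CCC) C48 went from 92%, 89% and 89% to 0%, 2% and 4%, and His(GTG) C49 from 91% to 10%. The 3 C38 sites were at 90% to 92% and Asp(GTC) C72 at 91%.

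The C48, C49 and C50 sites together had a median difference of -61.5 points in *trm4b-1*, and 6.77% of 10000 random lists of 28 sites were as low, the list being most of the 32 sites measured. Taken singly, C50 had a median difference of -93 points (0.83% of lists as low), C48 of -67 points (13.9%) and C49 of -44 points (67.5%). C38 differed by -3 points (98.2% of lists as low) and C72 by -4 points (84.4%). With means in place of medians, the 3 positions together were as low as 0.05% of the lists.

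Within one tRNA the 3 positions differed in what they kept. In Asp(GTC) of *trm4b-1*, C48 was at 2% and C50 at 1%, while C49 between them was at 38% against 97% in the wild type. Gly(GCC) had 0% at C48 and C50 and 73% at C49. Glu(TTC) had 0% at C48 and C50 and 32% at C49. C49 was called reduced in these and in Glu(CTC), Gly(CCC), Gly(TCC), Arg(ACG) and His(GTG), and was lost in Ala(AGC), Thr(TGT) and Val(CAC). The lost C49 sites were at 46%, 31% and 61% in the wild type. C49 was at 100% in Gln(CTG). Each lost C49 site and Gln(CTG) C49 lacked a value in at least 1 column, while the reduced C49 sites had a value in every column. Retained sites at C48 were Gln(CTG), at 71% against 86%, and Thr(CGT), at 88% against 87%.

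By family, the glutamate tRNAs had 5 of 5 sites lost or reduced in *trm4b-1*, the glycine tRNAs 8 of 10 and Asp(GTC) 3 of 5. The glutamine tRNAs had 1 of 3, which was Gln(TTG) C48 at 67% against 92%. Serine had 2 of 2 and threonine 1 of 2, and the single measured sites of alanine, arginine, histidine, lysine and valine tRNAs were each lost or reduced. Isoleucine and leucine tRNAs had no value in this library. tRNAs with 1 site had 9 of 10 sites lost or reduced and those with several sites 16 of 22. The 22 include the 3 C38 sites and Asp(GTC) C72, all retained and found only in tRNAs with several sites. The retained sites of the glycine tRNAs and Asp(GTC) were all at C38 or C72, so these counts also reflect position. The leucine and serine tRNAs, which have a long variable arm, had 2 measured sites, both lost.

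**Figure D2:**
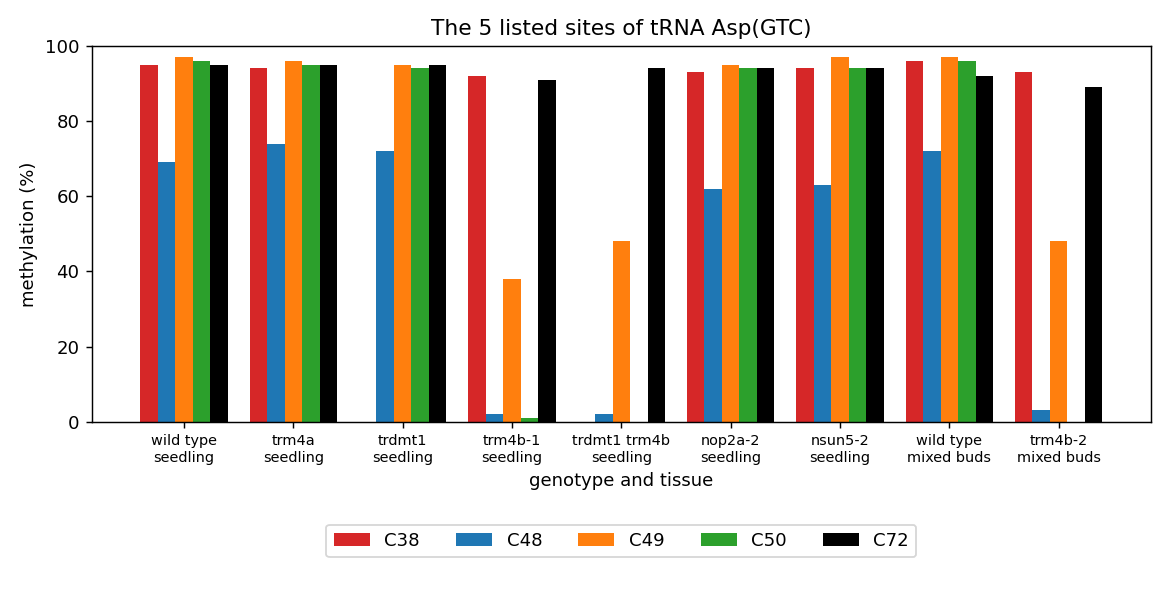
Percent methylation (y axis, 0 to 100%) at the 5 listed sites of tRNA Asp(GTC), one bar colour per position, in the 9 columns of genotype and tissue on the x axis. Bars are single libraries except the wild type seedling mean, and no error bars can be drawn. C38 is at 0% in *trdmt1* and the double mutant, and C49 stands at 38% to 48% in the *trm4b* columns where C48 and C50 are at 3% or less.

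The *trm4b-2* buds asked whether a second allele gave the same profile. Against wild type buds, 22 of 35 sites were lost (15) or reduced (7), again at C48, C49 or C50. The 5 C50 sites were at 0% or 1%, Gly(GCC) C48 went from 94% to 0%, Ser(GCT) C48 from 90% to 0%, Gly(CCC) C48 from 92% to 5%, Gly(TCC) C48 from 72% to 1% and His(GTG) C49 from 91% to 11%. Asp(GTC) C49 was at 48% with C48 at 3% and C50 at 0%. Asp(GTC) C38 was at 93% and C72 at 89%, and C38 was at 95% in Gly(CCC) and 94% in Gly(GCC). Retained sites at C48 were Arg(TCG) at 90%, Gln(TTG) at 84%, Gln(CTG) at 93%, Thr(CGT) at 89% and Ile(AAT) at 38% against 49% in wild type buds. Retained sites at C49 were Gln(CTG) at 91% against 92%, Gly(GCC) at 82% against 95%, Glu(CTC) at 80% against 95% and Gly(TCC) at 75% against 94%.

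In *trm4b-2* the C48, C49 and C50 sites together had a median difference of -54 points (6.36% of 10000 random lists of 32 sites as low). Singly, C50 had a median of -93 points (0.54%), C49 of -50 points (51.2%) and C48 of -23 points (85.1%), while C38 differed by 1 point (99.5%) and C72 by -3 points (80.6%). The C48 median was thus smaller than the -67 points of *trm4b-1*, but the lists held different sites, 13 here and 11 there. Without Glu(TTC) C48, at 17% in wild type buds and so not called, the median of the other 12 sites was -38 points. At the 10 C48 sites measured in both alleles the medians were -50.5 points in *trm4b-1* and -46 points in *trm4b-2*.

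At the 30 sites called in both alleles, 23 were lost or reduced in *trm4b-1*, 19 in *trm4b-2* and 19 in both, where independent lists of these sizes would share 14.6. The call was the same at 26 sites. The other 4, Gln(TTG) C48 and the C49 sites of Glu(CTC), Gly(TCC) and Gly(GCC), were reduced in *trm4b-1* and retained in *trm4b-2*. Across these sites the differences from wild type had a Pearson r of 0.969 and a Spearman rho of 0.963. These coefficients are across sites, which are not independent replicates, and allele, tissue and experiment changed together.

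**Figure D3:**
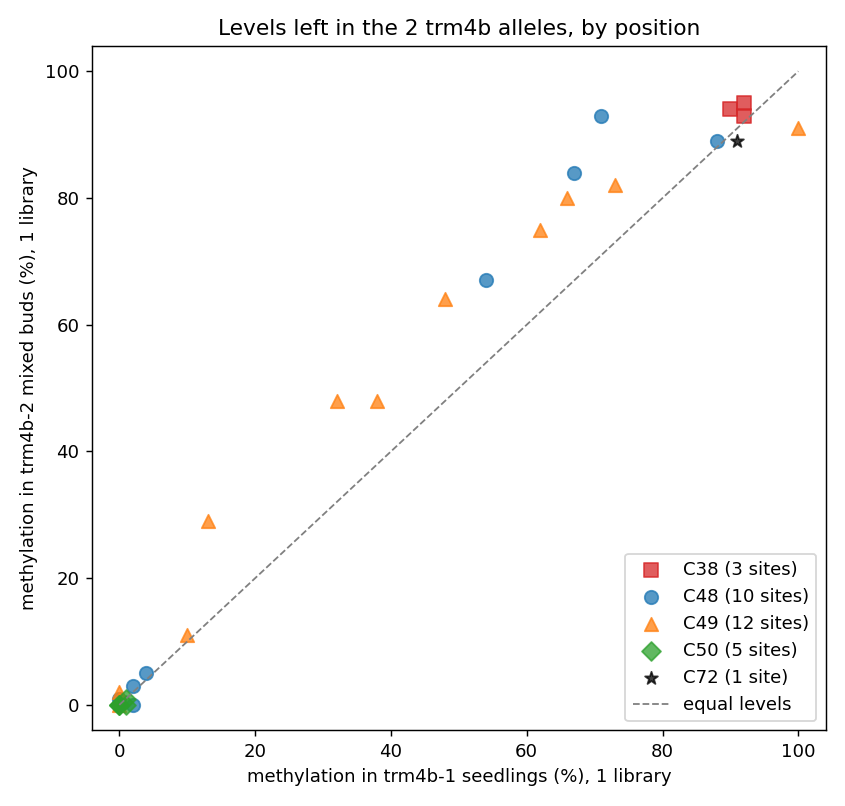
Percent methylation in *trm4b-1* seedlings (x axis) and *trm4b-2* mixed buds (y axis), one point per site with a value in both, with colour and symbol by position and a dashed line of equal levels. C50 points lie at 0% or 1% on both axes, C38 and C72 at 89% or more on both, and C49 points spread between 0% and 100%.

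The *trdmt1 trm4b* double mutant asked whether sites kept in the single mutants fall when both enzymes are missing. Here 26 of 35 sites were lost (19) or reduced (7). The 3 C38 sites and the 5 C50 sites were lost, at 0% and at 0% or 1%. The largest falls were at Ser(TGA) C48, from 100% to 0% at a site with N.D. in 5 columns, and Asp(GTC) C50, from 96% to 0%. The C38 sites of Asp(GTC) and Gly(CCC) followed, both from 95% to 0%. The 4 sites of tRNAs with a long variable arm, Leu(TAA), Ser(CGA), Ser(GCT) and Ser(TGA), were lost, at 0% to 5%. Of 11 sites at C49, 2 were lost and 6 reduced, and Asp(GTC) C49 was at 48% with C48 at 2%. Of the 9 retained sites, those at C48 were Gln(TTG) at 82%, Ile(AAT) at 25% against 33%, Lys(CTT) at 99%, Thr(CGT) at 84% and Gln(CTG) at 88%. Those at C49 were Gln(CTG) at 88%, and Glu(CTC) at 75% and Gly(GCC) at 81%, both against 94%. The last was Asp(GTC) C72 at 94%.

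Compared directly with *trm4b-1* at 31 sites, the double mutant differed by 20 points or more at 4. The 3 C38 sites were lower, by 90 to 92 points, and Lys(CTT) C48 was higher, at 99% against 54%. No site outside C38 was lower by 20 points. At those 31 sites, 24 were lost or reduced in *trm4b-1*, 23 in the double mutant and 20 in both. Independent lists of these sizes would share 17.8, and 10000 simulations of unchanged mutants against one wild type shared 0.0293 on average and at most 2. The double mutant carries the *trm4b-1* allele, so shared calls follow from the design, and neither figure is a test of it. The simulation also applied the same pooled spread to all sites, although sites with N.D. values varied more. Part of the shared calls may still come from the common wild type. The calls differed at 7 sites. Gln(TTG) C48, Lys(CTT) C48, Glu(CTC) C49 and Gly(GCC) C49 were reduced in *trm4b-1* and retained in the double mutant, and the 3 C38 sites were lost in the double mutant alone. In the double mutant Glu(CTC) C49 and Gly(GCC) C49 still differed from the wild type by -19 and -13 points, and stood 9 and 8 points above *trm4b-1*. Gln(TTG) C48 differed from the wild type by -10 points and Lys(CTT) C48 by 11 points.

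The other 3 mutants asked about paralogues and related enzymes. These were TRM4A, the paralogue of TRM4B, NSUN5, which the paper finds to methylate ribosomal RNA, and NOP2A, whose homologues act on ribosomal RNA. In *trm4a*, 1 of 30 sites was reduced, Val(CAC) C49 at 40% against 61%, and the median absolute difference from the wild type was 2.5 points. Thr(TGT) C49 was at 60% against 31%. In *nsun5-2*, 2 of 27 sites were reduced, both in Gly(CCC), with C38 at 70% against 95% and C48 at 69% against 89%. C49 of the same tRNA was higher, at 100% against 90%. Val(CAC) C49 was at 83% against 61%, and the median absolute difference was 2 points. In *nop2a-2*, none of 27 sites was lost or reduced, Arg(ACG) C49 was at 100% against 78%, and the median absolute difference was 4 points. No site was lost in these 3 mutants. The 5 sites of Asp(GTC) were within 7 points of the wild type in each of them. The reduced call in *trm4a* was at a site without a value in every column, and the calls in *trm4a* and *nsun5-2* were absent when a fall of 30 points was required. Gly(CCC) varied widely between the *trm4a*, *trdmt1*, *nop2a-2* and *nsun5-2* libraries. Its ranges were 21 points at C38 (without *trdmt1*), 31 at C48 and 20 at C49, against a median of 4 points at fully measured sites.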

Values the study reported

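The study reported 39 m5C sites in nuclear tRNAs, with levels between 23 and 100%. It counted 24 methylated and 32 non-methylated tRNAs among 56, and found 17 methylated tRNAs with 1 position and 7 with 2–5. For the *trm4b* alleles it gave 18 sites without detectable methylation and 7 with a reduced level. It described 9 sites as not reduced in any of the single mutants. All 9 were still methylated in the double mutant, and the paper concluded that TRM4B and TRDMT1 are not redundant. The paper's text gives no threshold for a reduction, so its counts need not match the calls made here. Libraries had to reach at least 98% conversion over the 178 cytosines of the control transcript.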

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

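The comparison below was chosen after the values were seen, and the differences were not tested, since each allele and tissue had 1 library. Of 31 sites measured in both *trm4b* alleles, 5 moved in opposite directions from their own wild type, *trm4b-1* in seedlings and *trm4b-2* in buds. Gln(CTG) C48 was 15 points lower in *trm4b-1* and 3 points higher in *trm4b-2*, a difference between the effects of 18 points. The other 4 had effects of 3 points or less: the difference, buds minus seedlings, was -3 points at Thr(CGT) C48 and at Gln(CTG) C49, 4 points at Gly(CCC) C38 and 3 points at Gly(GCC) C38. No explanation was tested for these sites.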

How the results depend on the processing

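Of 54 alternatives fixed before the data were examined, 42 left their result within 1.5 times its value, and so did 9 of the 11 added afterwards, which kept only the 25 fully measured sites. Some of these could not have moved. A wild type minimum of 10% changed nothing, since the lowest wild type seedling site was at 23%. The count of 0 in *nop2a-2* could not rise with a fall of 30 points, a minimum of 40% or fully measured sites alone. The counts of calls in *trm4b-1*, *trdmt1 trm4b* and *trdmt1* stayed within that range under each alternative run. In *trdmt1*, however, the count of 4 went to 3 with a fall of 30 points, a ratio below 0.5 or fully measured sites alone, each of which removed Gln(CTG) C49, and to 6 with a fall of 10 points. Small counts moved: with a fall of 10 points the reduced or lost sites were 2 in *trm4a* (1 in the report) and 3 in *nop2a-2* (0), and with a fall of 30 points or a ratio below 0.5 they were 0 in *trm4a* and 0 in *nsun5-2* (2). With fully measured sites alone *trm4a* had 0. In *trm4b-2*, among sites at 20% or more in wild type buds, 7 were lost with a level of 0% (rounded) required, against 15 at 5% or less. The double mutant differed from *trm4b-1* at 10 sites by 10 points (4 by 20 points). Wild type buds and seedlings differed at 7 sites by 10 points and at 0 by 30 points (3 by 20 points), and at 0 fully measured sites. By mean differences, 0.0246% of lists were as low as C38 in *trdmt1* (0.69% by medians) and 0.05% as low as C48, C49 and C50 together in *trm4b-1* (6.77%). For C38 the shift follows from how lists are ranked. By means the C38 list alone was as low, so 0.0246% is the lowest share possible. By medians each list holding Asp(GTC) C38 and Gly(CCC) C38, both at -95 points, was as low. The cause of the other shifts was not tested beyond the thresholds themselves. Leaving out single wild type libraries could not be run, since the mean of the 3 was used. No paired analysis was possible because the mutants had 1 library each. Unknown depth limits the calls that rest on falls near 20 points, and more so at sites with N.D. values.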

Other observations

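The tests of explanations in this part were all chosen after the values were seen. The reference sequences show cytosines that were not listed as methylated. Of the 24 tRNAs with a site, 7 have a cytosine at position 38, and 3 of these are listed. The other 4 are Glu(CTC), Glu(TTC), His(GTG) and Val(CAC). Bases 36 to 38 are CAC in the 3 listed tRNAs and also in Glu(CTC), Glu(TTC) and Val(CAC), so these bases alone do not separate them. Position 72 is a cytosine in 22 of the 24 tRNAs and is listed in Asp(GTC) alone. Position 49 is a cytosine in 15 and listed in 14, position 48 in 20 and listed in 16, and position 50 in 11 and listed in 5.

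Where C48 was the only listed site of a tRNA, the 4 tRNAs with a long variable arm, Leu(TAA) and the 3 serine tRNAs, were at 0% to 5% in *trdmt1 trm4b*, against 72% to 100% in wild type seedlings. Among tRNAs without that arm, Thr(CGT) was at 84% against 87%, Gln(TTG) at 82% against 92%, Ile(AAT) at 25% against 33% and Lys(TTT) at 22% against 66%. Lys(CTT) was at 99% against 88% in this library, but at 54% in *trm4b-1* and 67% in *trm4b-2*, where it was called reduced. In tRNAs without that arm but with several listed sites, C48 was at 0% to 3% in Gly(CCC), Gly(TCC), Gly(GCC), Asp(GTC) and Glu(TTC). It was at 88% in Gln(CTG). Loss of C48 was therefore not limited to tRNAs with the long variable arm.

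The C49 sites of Asp, Glu and Gly tRNAs kept part of their methylation in the 3 libraries with a *trm4b* allele, at 32% to 82% in the 5 tRNAs that also have a C50 site. Incomplete bisulfite conversion of the T stem would leave C50 unconverted too, and the highest C50 level in these tRNAs and libraries was 1%. Wild type RNA in the mutant libraries would keep a like share everywhere, while the median share of the wild type level was 68.1% at C49 and 0% at C50. In *trm4b-2* the 8 C49 sites preceded by A and C at positions 47 and 48 had a median of 69.5% and the 6 others 2.5%, and 0.333% of the 3003 splits of the 14 sites gave a difference as large, but a split by the number of listed sites separated them without overlap, with 48% to 91% in 7 tRNAs with several sites and 0% to 29% in 7 tRNAs with 1 site (0.583% of 3432 splits). The bases of the variable loop and the number of sites cannot be told apart, since a single tRNA, His(GTG) at 11%, sets the 2 groupings apart. Depth, which was unknown, overlaps with both. Ala(AGC), Ala(CGC), Ala(TGC), Thr(TGT) and Val(CAC), at 0% to 4%, had N.D. at C49 in some column, as did Gln(CTG) at 91%. The remaining C49 sites were fully measured, among them the low ones of His(GTG) and Arg(ACG), the latter at 29%. Activity left in the mutants, another enzyme or another modified cytosine that resists bisulfite stays open. The paper reports null *TRM4B* expression by RT-PCR and judges a complete loss of function most likely. For sites independent of TRM4B and TRDMT1 it proposes the enzyme RCMT9, with other bisulfite-resistant modifications as an alternative.

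Leaving out the C38 sites in *trdmt1*, the *trm4a*, *trdmt1*, *nop2a-2* and *nsun5-2* libraries held 9 values that differed from the wild type by 20 points or more, 4 lower and 5 higher. Of these, 6 were among 14 values at sites with N.D. in some column, and 3 among 97 values at fully measured sites. Few reads at the sites may account for the former: the range between libraries had a median of 24.5 points at 4 of the 14 sites with N.D., those with values in 3 of these libraries, and 4 points at the 25 fully measured sites, and 3.11% of random lists of 4 sites had a median as large. An effect of the mutated enzymes cannot be told apart from this at the 3 values from fully measured sites, Gly(CCC) C38 and C48 in *nsun5-2* and Arg(ACG) C49 in *nop2a-2*, with 1 library each.

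The double mutant, which carries the *trm4b-1* allele, stood above *trm4b-1* at 11 of the 14 sites outside C38 that were above 5% in *trm4b-1*, with a median difference of 8.5 points. Less complete conversion in the double mutant library would raise the other sites as well, and at the 14 sites at 5% or less in *trm4b-1* the median difference was 0 points, with a range of -1 to 3 points. Loss of TRDMT1 in addition to TRM4B stays open, but *trm4b-2* buds, with TRDMT1 intact, were also above *trm4b-1* at 12 of 14 of these sites. A low *trm4b-1* library, tissue and genotype cannot be told apart with 1 library each.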
